A study of Mus musculus with 10 samples. Its data were reported in "MOF-mediated histone H4 Lysine 16 acetylation governs mitochondrial and ciliary functions by controlling gene promoters" (2023).

How the data were processed

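Single-cell RNA sequencing of dissociated mouse back skin was analysed in 10 libraries from 3 embryonic stages. Embryos were bred to lack Mof or Uqcrq in cells that express Krt14-Cre, an epithelial driver. Mof (gene symbol Kat8) is an acetyltransferase of lysine 16 on histone H4, and Uqcrq (QPC) a subunit of respiratory complex III. Controls were taken at each stage. Per the labels and the deposited files, the values are counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. The authors ran barcode processing and gene counting with Cell Ranger on the mm10 genome, and the barcodes had already been restricted to called cells. The E16.5 libraries were made with the 3' v2 chemistry and list 27998 genes, and the E15.5 and E17.5 libraries were made with later chemistries and list 32285 genes. Stage, chemistry and the genes listed therefore changed together, and no batch other than this is given by the labels.

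Cells were kept with over 1000 and under 6000 detected genes and under 10% of UMIs from mitochondrially encoded genes, the limits in the study's methods. Counts were log-normalised per cell, the 2000 most variable genes were chosen, cell cycle scores were regressed out, and 30 principal components were computed. A graph of 20 nearest neighbours was clustered per stage by the Leiden method at a resolution of 1, without aligning the samples to each other. Epithelial-like clusters were clustered again per group at a resolution of 0.8. A cluster took the name of a cell class when at least 3 markers of that class stood out in it. Clusters that met this for no class, that had the markers of more than 1 class or that were led by the genes of another class were left unnamed. Epithelial-like clusters that were left out in this way after the second clustering were called mixed. The 12 marker lists of cell classes and the 3 lists within epithelial-like cells were written before the data were examined, as were the gene sets, the comparisons, their tests, the rule for naming genes and most alternatives. Class names end in "-like" because no annotation of cells was used here.

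UMI counts were summed per sample and cell class, so that samples and not cells were the replicates. Genes were tested with the edgeR quasi-likelihood test after filterByExpr and TMM normalization, separately at E15.5 and E16.5 with 2 control and 2 MOF cKO samples each, at a Benjamini-Hochberg adjusted p under 0.05. The difference between the stages was tested as the interaction of stage and genotype in 1 fit of 8 samples. The 17 gene sets were tested with camera from limma at a preset correlation of 0.01, adjusted over the sets of 1 comparison. Shares of cells and of UMIs were compared by exact two-sided permutation of the genotype labels, within a stage (6 arrangements, smallest p 0.333) and over both stages together (36 arrangements, smallest p 0.0556). At E17.5 there was 1 library per group, so ratios of counts per 1e6 UMIs (CPM) with a pseudocount of 1 are given with exact Poisson intervals and no test. There the median of a gene set was compared with 10000 random lists matched on expression in 20 bins. Neighbours of E15.5 epithelial-like cells were found after drawing the same number of cells from each sample and leaving out the cell's own sample.

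Genes named in the text are, first, 30 taken from the study. They include Acad11, where the study's text writes Abca11. That text also names genes outside this list, such as Krt5, Lor and Sox9. Also named are, per comparison, the 5 genes with the largest rise and the 5 with the largest fall past the threshold. These were taken among genes whose groups did not overlap and whose mean reached 50 CPM in either group. At E17.5 the 5 largest rises and falls were taken among genes with at least 100 UMIs in either library and Poisson intervals that did not overlap. A gene used to name a cell class was not named as a change inside that class, but the counts over the study's 30 genes include such genes.

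Intervals are 95% Wilson intervals for shares of cells and exact Poisson intervals for CPM. A count of 0 is read as at most 3 counts over the group. Intervals and these limits cover counting error only. The depth ranged from 13609345 to 203392303 UMIs per library.

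The tests were tested on simulated data. In counts of the same depth and spread, 200 genes were changed 2-fold before filtering. The edgeR test recovered 24.2% of those left after filtering in epithelial-like cells at E15.5, 0.549% at E16.5, 21.1% in basal-like cells at E15.5 and 7.98% at E16.5, 81.3% in dermal fibroblast-like cells at E15.5 and 37.4% at E16.5. None was recovered by edgeR in suprabasal-like cells at either stage or in the test of the difference between the stages. In simulated E15.5 counts, 13 of 71 calls of DESeq2 were false in epithelial-like cells and 8 of 65 in basal-like cells. For edgeR these were 0 of 47 and 3 of 44. In dermal fibroblast-like cells at E15.5 they were 4 of 154 for DESeq2 and 6 of 167 for edgeR.

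Alternatives covered the cell filter (no upper limit on genes, under 5% mitochondrial UMIs, over 500 genes), doublets called by Scrublet left out, a double cluster resolution, no cell cycle regression, DESeq2, size factors from DESeq2 in edgeR, library size only, no filter on low counts, a replicate block, 1 fit of all 8 samples, cells thinned to 5000 UMIs, a log2 fold change beyond 0.5, genes at least 5 times higher in dermal fibroblast-like cells left out, fry and an estimated correlation for sets, basal-like cells only, 50 neighbours, and leaving out each replicate in turn. Where this left a group with 1 sample, that sample was assumed to vary like the other group. The threshold of Scrublet found too few doublets at E16.5 and E17.5, where the share expected from the number of cells was used in its place.

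Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and leidenalg 0.10.2. Gene positions come from the GENCODE annotation of GRCm38 (mm10).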

Results

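RNA was counted in single cells from the dissociated back skin of mouse embryos. At E15.5 there were 2 control and 2 MOF cKO libraries, at E16.5 likewise 2 and 2, and at E17.5 there was 1 control and 1 QPC cKO library. MOF cKO embryos were bred to lack Kat8, the gene of the histone acetyltransferase MOF, in Krt14-Cre epithelium, and QPC cKO embryos to lack Uqcrq there. The numbers of the replicates are those of the labels, 2 and 3 for control and 5 and 6 for MOF cKO at E15.5.

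The E15.5 libraries held 149503071 and 194607738 UMIs in the controls and 183412563 and 203392303 in MOF cKO. The E16.5 libraries held 17041595 and 42351503 UMIs in the controls and 13609345 and 20075847 in MOF cKO. The E17.5 control library held 195567343 UMIs and the QPC cKO library 202506985. After filtering, the E15.5 controls kept 8396 and 9117 cells and the MOF cKO samples 10179 and 10653. At E16.5 the controls kept 1140 and 2447 cells and the MOF cKO samples 716 and 1363. At E17.5, 5353 control cells and 6118 QPC cKO cells were kept. The median depth of kept cells ranged from 9600 UMIs in E16.5 control replicate 2 to 22340 in the E17.5 control.

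Clustering gave 31 clusters at E15.5, 25 at E16.5 and 27 at E17.5, and 10 cell classes were named at each stage. Epithelial-like, dermal fibroblast-like, pericyte-like, endothelial-like, Schwann-like, melanocyte-like, myocyte-like, mast-like and immune-like cells were named at all 3 stages. Merkel-like cells were named at E15.5 and E17.5, erythroid-like cells at E16.5, and megakaryocyte-like cells at none. Within epithelial-like cells, basal-like and suprabasal-like cells were compared separately.

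The first comparison asked how the loss of MOF changed the cell composition of the skin. At E15.5, epithelial-like cells were 28.3% (Wilson interval 27.4 to 29.3) and 29.6% (28.6 to 30.5) of control cells. They were 8.86% (8.32 to 9.43) of the cells of MOF cKO replicate 5 and 13.6% (13.0 to 14.3) of those of replicate 6. The mean was 29.0% ± 0.866 (SD, n = 2) in control and 11.2% ± 3.35 (SD, n = 2) in MOF cKO, a difference of -17.7 percentage points. At E16.5, the shares were 17.46% (15.4 to 19.8) and 21.5% (19.9 to 23.1) in the controls. They were 4.47% (3.18 to 6.24, 32 cells) and 2.86% (2.10 to 3.89, 39 cells) in MOF cKO. The mean fell from 19.5% ± 2.83 (SD, n = 2) to 3.67% ± 1.14 (SD, n = 2), a difference of -15.8 points. Each difference was larger than the spread between replicates, and all MOF cKO samples lay below all controls. The exact two-sided permutation test over both stages gave p = 0.0556 for a mean difference of -16.8 points, the smallest value this design allows, and within 1 stage the smallest is 0.333. An edgeR test of the cell counts of 12 classes gave a log2 change of -1.37 at E15.5 (adjusted p = 0.0177) and -2.44 at E16.5 (adjusted p = 0.0112). At E15.5 it also called Merkel-like cells (-3.78, adjusted p = 0.00337, 1 cell in each MOF cKO sample), myocyte-like cells (1.08, 0.0115) and dermal fibroblast-like cells (0.40, 0.0419). Mixed cells, which come from epithelial-like clusters and are not in the epithelial share, were called too (adjusted p = 0.00337), with 0 cells in both controls and 63 and 56 cells in MOF cKO (0.619% and 0.526%). At E16.5 it also called pericyte-like cells (1.27, 0.0360) and unnamed cells (-3.41, 0.00969). In each of these calls both MOF cKO samples lay on the same side of both controls. The test took cells relative to all kept cells, so the fall of epithelial-like cells by itself raises the other classes. How much of the rise in myocyte-like, dermal fibroblast-like and pericyte-like cells comes from this was not tested. Of the other settings, the limit of 5% on mitochondrial UMIs moved the E16.5 difference most, to -11.2 points.

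Immune-like cells were 2.92% and 2.07% of control cells and 3.73% and 3.59% of MOF cKO cells at E15.5. At E16.5 they were 3.42% and 2.41% in the controls and 11.2% and 7.34% in MOF cKO. The mean rose by 1.16 points at E15.5, from 2.496% ± 0.598 to 3.66% ± 0.104 (SD, n = 2 each), and by 0.741 points without control replicate 3. At E16.5 it rose by 6.34 points, from 2.92% ± 0.714 to 9.25% ± 2.71 (SD, n = 2 each). Over both stages the mean difference was 3.75 points, with an exact permutation p of 0.0556, the smallest that can be reached. The share of all cells falls for every class when another class grows, so the share was also taken among non-epithelial cells, an alternative chosen after the data were seen. There the rise was 0.615 points at E15.5 and 6.02 points at E16.5. In edgeR the log2 change was 0.55 at E15.5 (adjusted p = 0.0963) and 1.67 at E16.5 (adjusted p = 0.0360), with both MOF cKO samples above both controls at each stage.

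**Figure D1:**
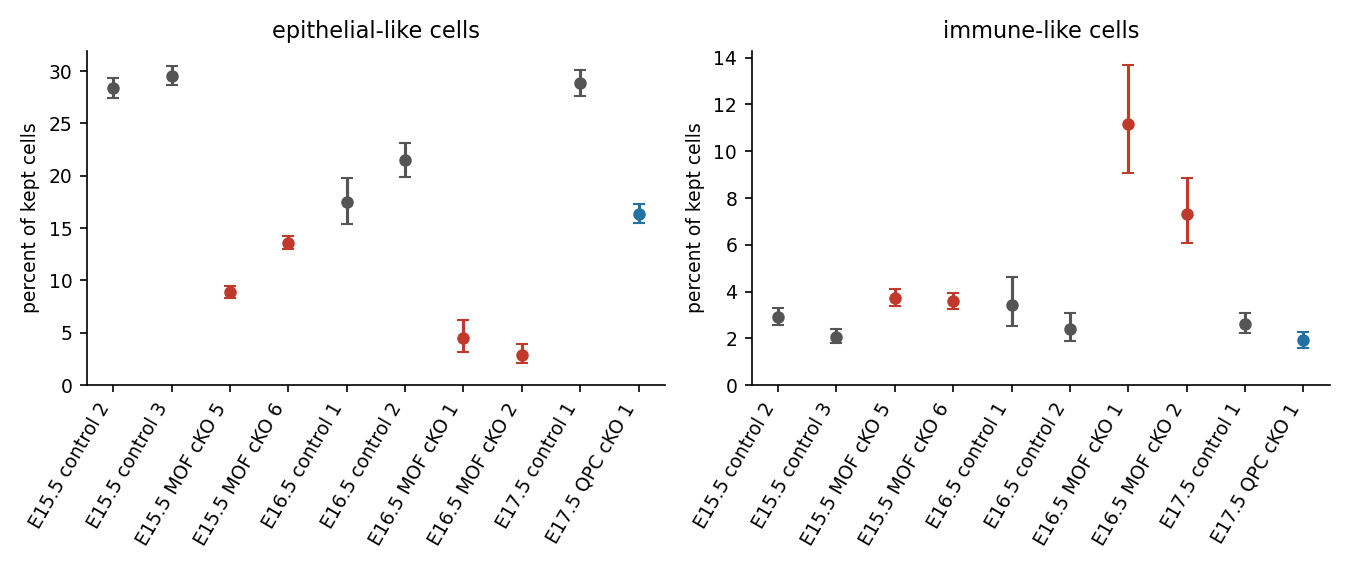
Share of kept cells in percent for epithelial-like and immune-like cells, 1 point per library with its Wilson interval, by stage and genotype. Epithelial-like cells lie between 2.86% and 13.6% in the 4 MOF cKO libraries and between 17.46% and 29.6% in their controls.

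The level of the deleted genes was compared next. Kat8 (ENSMUSG00000030801; GRCm38 chromosome 7, 127912516 to 127925837, plus strand) had 13.9 ± 0.947 CPM in E15.5 control epithelial-like cells and 11.9 ± 1.63 in MOF cKO (SD, n = 2 each). The log2 change was -0.01 (edgeR adjusted p = 0.993), which is not past the threshold. In suprabasal-like cells at E15.5 it had 14.4 ± 1.99 CPM in control and 8.74 ± 0.324 in MOF cKO (SD, n = 2 each), both MOF cKO samples lying below both controls (log2 change -0.59, adjusted p = 0.734). In epithelial-like cells at E16.5 the mean was 18.1 ± 4.09 CPM in control and 6.07 ± 3.44 in MOF cKO (SD, n = 2 each), the latter from 5 and 3 UMIs, with a log2 change of -1.08 (adjusted p = 0.195). In dermal fibroblast-like cells, which are not the cells that Krt14-Cre is meant to reach, the log2 change was -0.53 at E15.5 (adjusted p = 0.152) and -0.88 at E16.5 (adjusted p = 0.146), and both MOF cKO samples lay below both controls at each stage. Counting at the 3' end also reads transcripts that lack a deleted exon, so the level is not a measure of the deletion. At E17.5, Uqcrq (ENSMUSG00000044894; chromosome 11, 53427922 to 53430831, minus strand) had 124 CPM (Poisson interval 120 to 127) in control epithelial-like cells and 28.8 (26.7 to 30.99) in QPC cKO, a log2 ratio of -2.07. In dermal fibroblast-like cells it had 64.4 CPM in the control and 120 in QPC cKO.

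**Figure D2:**
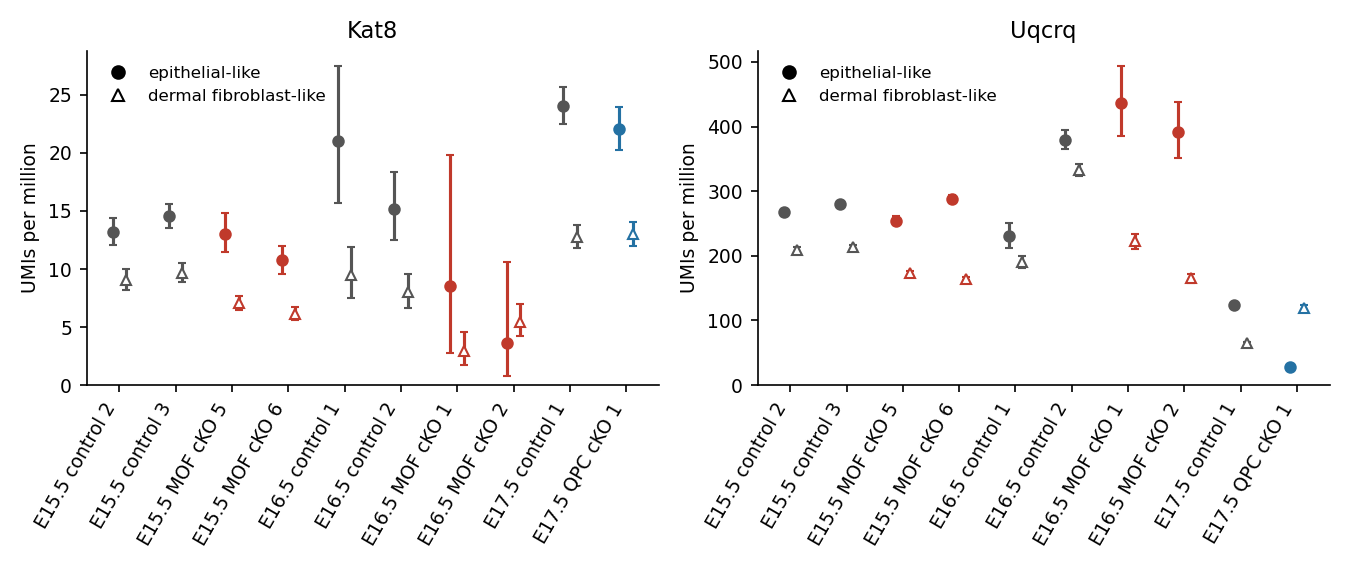
CPM of Kat8 and Uqcrq, 1 point per library with its Poisson interval, by cell class, stage and genotype. Uqcrq falls from 124 to 28.8 CPM in epithelial-like cells at E17.5, and the E15.5 libraries of both genotypes lie between 10.7 and 14.5 CPM for Kat8 in epithelial-like cells.

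The comparison of gene expression in epithelial-like cells asked which genes changed without MOF. At E15.5, edgeR called 0 of 13924 genes, with 1088 at an unadjusted p under 0.05 and 111 called by DESeq2. Without MOF cKO replicate 6, edgeR called 6829 genes, 3203 higher and 3626 lower. At E16.5, edgeR called 1104 of 9077 genes, 750 higher and 354 lower in MOF cKO, and DESeq2 called 970. Leaving out 1 library gave between 87 genes, without MOF cKO replicate 1, and 581 genes, so the count rests on all 4 libraries. Scaling by library size alone turned the balance, with 523 genes higher and 1949 lower of 2472. In basal-like cells it gave 585 higher and 1820 lower of 2405. The balance also turned without a filter on low counts, with 1251 higher and 1411 lower, and in basal-like cells 1233 and 1325. Library size alone moved the median log2 fold change of all genes by -0.56, from -0.05 to -0.61. That shift was -0.18 at E15.5, -0.49 in basal-like, -0.42 in suprabasal-like and -0.13 in dermal fibroblast-like cells at E16.5. The cells of the E16.5 MOF cKO samples numbered 32 and 39.

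In basal-like cells at E15.5, edgeR called 0 of 13029 genes, with 1081 at an unadjusted p under 0.05 and 110 by DESeq2, and it called 7390 without MOF cKO replicate 6 and 761 without replicate 5. In suprabasal-like cells it called 0 of 10334, with 664 at an unadjusted p under 0.05 and 40 by DESeq2, and 2047 without replicate 6. At E16.5, edgeR called 1543 of 7912 genes in basal-like cells, 925 higher and 618 lower, and 950 without MOF cKO replicate 1. In suprabasal-like cells it called 47 of 3537, 40 higher and 7 lower, and 186 without control replicate 1 and 77 without control replicate 2.

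In epithelial-like cells at E16.5, Krt6b (ENSMUSG00000023041; chromosome 15, 101676023 to 101680287, minus strand), a keratin of stressed epidermis, rose most, from 0.678 ± 0.398 to 6670 ± 3111 CPM (SD, n = 2 each). Its log2 fold change was 13.53 ± 0.79 (SE, adjusted p = 0.00399). Sprr2h had no UMI in either control and was at least 435-fold higher in MOF cKO, and Klk6, also at 0 in the controls, was at least 185-fold higher. 2310046K23Rik and Csta3 rose by log2 fold changes of 10.99 and 10.89. Without control replicate 2 the limits were 112-fold and 47.6-fold. These 5 were the largest rises among 381 candidates. Among 162 candidates, Lce1m and Ccer2 had no UMI in MOF cKO and were at least 460-fold and at least 95.2-fold lower. The limit for Lce1m was 75.6-fold without control replicate 1, and that for Ccer2 was 30.8-fold without control replicate 2. Hrnr, Cygb and Rgs2 followed with log2 fold changes of -5.96, -3.46 and -3.43. Rgs2 fell from 110 ± 4.23 to 6.79 ± 2.39 CPM (SD, n = 2 each, adjusted p = 0.00852). In every gene named here both MOF cKO samples lay on the same side of both controls.

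In basal-like cells at E16.5, Tslp was at least 416-fold and Teddm3 at least 148-fold higher, and Csta3, Krt6b and S100a8 had log2 fold changes of 11.77, 11.30 and 10.09. Without control replicate 2 the limits for Tslp and Teddm3 were 99.8-fold and 35.4-fold. Krt13, Mal, Krt19, Srek1ip1 and Psca fell, with log2 fold changes between -5.96 and -3.56. In suprabasal-like cells, Krt6b was at least 7220-fold and Sprr2h at least 164-fold higher, and S100a9, Sprr1a and Krt6a had log2 fold changes of 12.80, 11.89 and 11.65. Saa1 and Gm30790 were at least 23.0-fold and at least 17.7-fold lower, and Hrnr, Il1f6 and Csrp2 had log2 fold changes of -7.33, -5.45 and -4.40. The limits for Krt6b and Sprr2h were 2947-fold and 67.0-fold without control replicate 2, and those for Saa1 and Gm30790 were 10.1-fold and 7.75-fold without MOF cKO replicate 2.

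Of the 30 genes taken from the study, edgeR called 0 in epithelial-like cells at E15.5, and 0 when adjusted over the list alone. At E16.5 it called 7, and 13 when adjusted over the list alone. In basal-like cells at E16.5 the counts were 12 and 13, and at E15.5 they were 0 and 2, the latter Atf3 and Stfa1. In suprabasal-like cells both counts were 0 at both stages. The study chose these genes on the same libraries, so a count adjusted over the list alone is not independent evidence. Genes called at E16.5 included Scp2 (log2 fold change -1.49, adjusted p = 0.0310), Sdhb (-1.24, 0.0394), Aldh2 (-1.76, 0.0217), Wdr34 (-2.35, 0.0350), Stfa1 (3.86, 0.0193) and Shh (adjusted p = 0.0484). Shh had no UMI in MOF cKO and was at least 4.56-fold lower, or 1.90-fold without MOF cKO replicate 2. Each of these lay on the same side of both controls in both MOF cKO samples. Within epithelial-like cells at E16.5, 3 classes were named in control and 2 in MOF cKO. A fall in epithelial-like cells, such as that of Shh, may therefore come from a class missing in MOF cKO. This was not told apart from a change within cells.

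The gene sets asked whether groups of genes that the study discusses moved together. They were lists of known members written for this comparison, not the study's own lists, so their values are not the study's mitochondrial or ciliary scores. Nuclear-encoded subunits of oxidative phosphorylation (OXPHOS) had a median log2 fold change of -0.04 in epithelial-like cells at E15.5 (camera adjusted p = 0.646) and -0.14 at E16.5 (adjusted p = 0.259), neither past the threshold. With library sizes alone the E16.5 median was -0.71 (adjusted p = 0.0153). It was 0.18 without control replicate 2 and -0.48, past the threshold, without control replicate 1. Their share of all UMIs was 2.44% ± 0.0368 in E15.5 control and 2.22% ± 0.335 in MOF cKO (SD, n = 2 each, exact permutation p = 0.667). At E16.5 it was 2.68% ± 0.490 and 1.94% ± 0.0670 (SD, n = 2 each, exact permutation p = 0.333), a difference of -0.740 points that was -0.394 without control replicate 2. Over both stages the difference was -0.477 points (exact permutation p = 0.111).

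In epithelial-like cells at E15.5, 7 of 17 sets passed the threshold. Ciliary genes had a median log2 fold change of -0.84 (adjusted p = 1.07e-09), AP-1 and immediate early genes -0.74 (1.37e-08) and mitochondrial ribosome genes -0.20 (0.00347). Genes of the cornified envelope had a median of 1.59 (8.89e-05), p53 target genes 0.90 (0.000613), cytosolic ribosomal protein genes 0.35 (1.41e-07) and fibrillar collagen assembly genes 0.23 (0.0191). Without MOF cKO replicate 5, 2 of the 7 remained past the threshold in the same direction, ciliary and AP-1 and immediate early genes. In basal-like cells alone the medians of the cornified envelope and of collagen assembly were -0.67 and -0.42. The 10 sets not past it were nuclear-encoded OXPHOS, mitochondrial import, mitochondrially encoded, proteasome, S phase, G2/M phase, basement membrane and hemidesmosome, stress keratin, inflammatory and hedgehog pathway genes.

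At E16.5, 9 of 17 sets passed the threshold in epithelial-like cells. The medians were 8.56 for stress keratin genes, 1.997 for inflammatory genes, 1.79 for the cornified envelope, 1.75 for p53 target genes and 0.87 for cytosolic ribosomal protein genes. They were -0.69 for mitochondrial ribosome, -1.02 for S phase, -1.37 for ciliary and -1.62 for G2/M phase genes. Their adjusted p-values ranged from 1.09e-11 to 0.000454. For the cornified envelope the mean was 0.75, with 21 of 31 genes higher. The study reported cornified envelope genes as the most significantly lowered in suprabasal cells, where sets were not tested here. Of the sets past the threshold, fry kept 0 of 7 at E15.5 and 6 of 9 at E16.5, namely S phase, ciliary, cornified envelope, stress keratin, p53 target and inflammatory genes. An estimated correlation kept none at either stage. AP-1 and immediate early genes, lower at E15.5, had a median of 0.36 in epithelial-like cells at E16.5 (camera adjusted p = 0.182). In basal-like cells at E16.5 their median was 0.84 (camera adjusted p = 0.0115), which neither fry nor an estimated correlation kept. The study reported Fos, Jun, Junb and Atf3 as reduced in basal cells of MOF cKO and of QPC cKO. The median, mean and camera direction had the same sign in 53 of 53 sets past the threshold over the comparisons run and differed in 12 of 49 that were not.

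**Figure D3:**
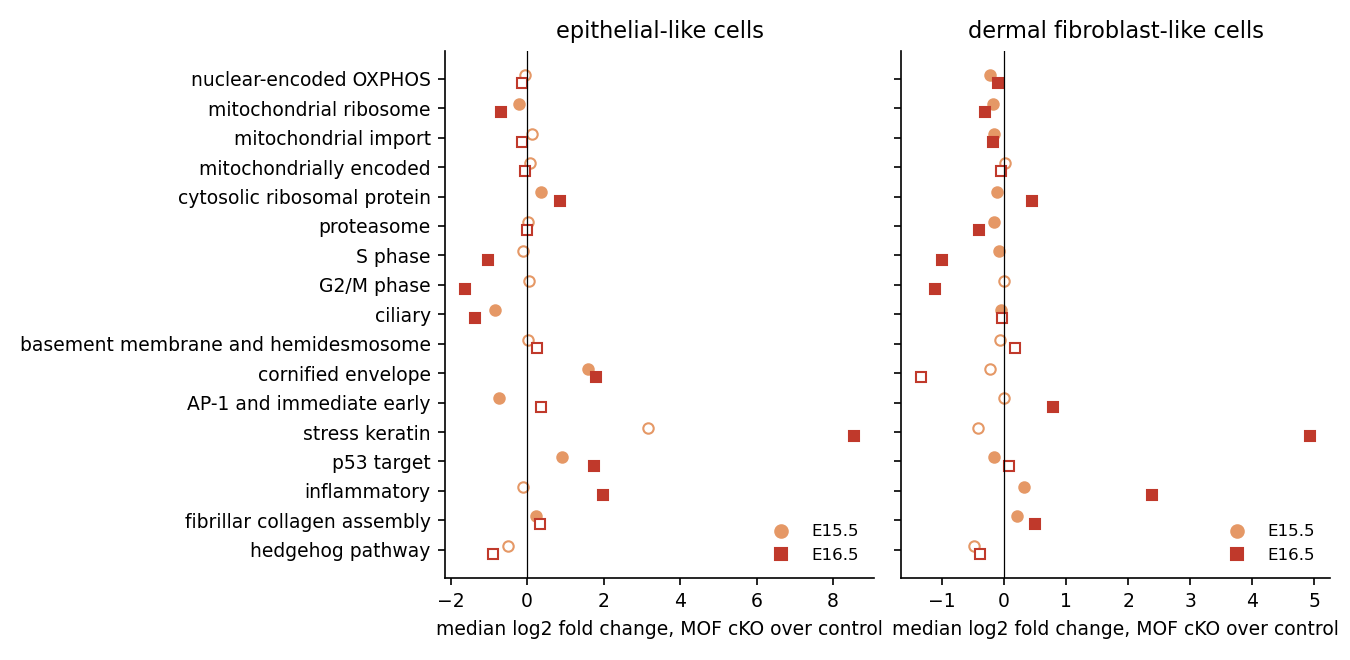
Median log2 fold change, MOF cKO over control, of 17 gene sets in epithelial-like and dermal fibroblast-like cells at E15.5 and E16.5, with filled points past the threshold of camera. Ciliary genes lie at -0.84 and -1.37 in epithelial-like cells and at -0.05 and -0.03 in dermal fibroblast-like cells.

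Dermal fibroblast-like cells served as the comparison outside the epithelium. At E15.5, edgeR called 0 of 15540 genes, with 2661 at an unadjusted p under 0.05 and 535 by DESeq2. It called 73 without MOF cKO replicate 5 and 371 without replicate 6. At E16.5 it called 696 of 12421, 319 higher and 377 lower, and 995 by DESeq2. Without control replicate 2 it called 0, without MOF cKO replicate 1 it called 0, and without MOF cKO replicate 2 it called 37. The largest rises were Serpina3n (log2 fold change 9.20), Ifit1 (8.003), Isg15 (6.17), Ifi27l2a (5.40) and Cxcl5 (5.01). Ifi27l2a rose from 2.46 ± 0.295 to 97.6 ± 25.2 CPM (SD, n = 2 each, adjusted p = 0.0252). The largest falls were Krt15 (-3.58), Lor (-3.36), Krt5 (-2.40), Wif1 (-2.31) and Id1 (-1.91). Krt15, Krt5 and Lor had 61.7, 53.3 and 39.1 times more CPM in epithelial-like than in dermal fibroblast-like cells. Of the study's 30 genes, 0 were called at E15.5 and 5 when adjusted over the list alone, and 7 and 13 at E16.5.

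In dermal fibroblast-like cells, 10 of 17 sets passed the threshold of camera at E15.5 and 11 at E16.5, of which fry kept 0 and 2, S phase and G2/M phase, and an estimated correlation none. Nuclear-encoded OXPHOS genes had a median of -0.22 at E15.5 (adjusted p = 4.6e-27), with 0 of 77 genes higher. At E16.5 the median was -0.09 (adjusted p = 0.0128), and it was 0.23 (adjusted p = 0.0254) without control replicate 2, so the direction rests on that library. At E16.5, S phase genes had a median of -0.99, G2/M phase genes -1.10, and inflammatory genes 2.38 (adjusted p = 3.27e-14).

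The difference between the stages in epithelial-like cells was tested as an interaction, with stage, chemistry and the genes listed confounded. Of 13115 genes, edgeR called 3, Tpm2, Klk13 and Klk8, which fall outside the rule for naming genes and were chosen after their values were seen. Tpm2 (ENSMUSG00000028464; chromosome 4, 43514711 to 43523765, minus strand) had a difference in log2 fold change, E16.5 minus E15.5, of 3.20 ± 0.26 (SE, adjusted p = 0.0113). Klk13 (ENSMUSG00000054046; chromosome 7, 43712567 to 43727534, plus strand) had 4.54 ± 0.41 and Klk8 (ENSMUSG00000064023; chromosome 7, 43797577 to 43803826, plus strand) 3.39 ± 0.30 (SE, adjusted p = 0.0113 each). Tpm2 had 49.3 and 42.3 CPM in E16.5 controls and 359 and 313 in MOF cKO, and between 26.9 and 35.0 in all E15.5 samples. DESeq2 called 551 genes. Leaving out 1 library gave between 0 and 359 genes, with 0 without E15.5 control replicate 3, E16.5 control replicate 2 or E16.5 MOF cKO replicate 1, and 359 without E15.5 MOF cKO replicate 5. Without E16.5 control replicate 1, 1 gene was called, which was not among the 3, and without E16.5 MOF cKO replicate 2, 1 of the 3 was called.

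To ask how far each E15.5 MOF cKO sample had moved from the controls, the neighbours of each epithelial-like cell in the other 3 samples were counted. Most of the neighbours were control cells for 5.21% (Wilson interval 3.94 to 6.86) of the cells of MOF cKO replicate 5 and for 76.9% (74.7 to 79.0) of those of replicate 6. This was so for 91.0% of the cells of control replicate 2 and 80.5% of those of control replicate 3. The controls made up 66.7% of the other cells drawn for a MOF cKO cell and 33.3% for a control cell.

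**Figure D4:**
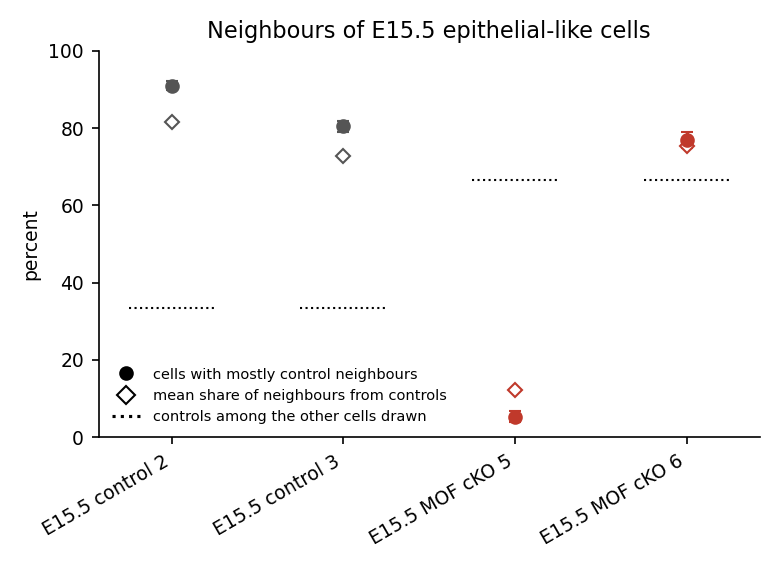
For each E15.5 library, the percent of epithelial-like cells whose 20 nearest neighbours in other libraries were mostly control cells (filled, with Wilson interval), the mean percent of neighbours from controls (open) and the percent of controls among the cells drawn (dotted). MOF cKO replicate 5 lies at 5.21% and replicate 6 at 76.9%.

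The comparison at E17.5 asked what the loss of a respiratory chain subunit changed. With 1 library per group no spread between replicates was measured, and intervals cover counting error only. Epithelial-like cells were 28.8% (27.6 to 30.1) of control and 16.3% (15.4 to 17.3) of QPC cKO cells. Melanocyte-like cells were 1.98% and 11.9%, mast-like cells 2.86% and 0.883%, myocyte-like cells 3.23% and 1.11%, Merkel-like cells 0.149% and 0.834%, and immune-like cells 2.62% and 1.91%, in that order. Unnamed cells were 15.7% and 26.2%, which limits every share at this stage.

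In epithelial-like cells at E17.5, the median log2 ratio of OXPHOS genes was 0.01, at percentile 95.1 of matched lists. Stress keratin genes had a median of 0.84 (percentile 100), cytosolic ribosomal protein genes 0.19 (100) and G2/M phase genes 0.10 (100). AP-1 and immediate early genes had -0.54, inflammatory genes -0.54, collagen assembly genes -0.37 and S phase genes -0.28 (percentile 0 each), p53 target genes -0.22 (0.07) and proteasome genes -0.13 (0.18). The medians were 0.09 (96.1) for mitochondrially encoded genes, 0.06 (98.3) for basement membrane, 0.03 (80.9) for hedgehog pathway, 0.02 (91.2) for mitochondrial import and 0.00 (94.5) for ciliary genes, -0.07 (6.08) for mitochondrial ribosome genes and -0.15 (7.81) for the cornified envelope. The largest rises were Ccl20 (log2 ratio 3.82), Ccn2 (3.61), Upk3bl (3.56), Hist1h1d (3.14) and Cox6a2 (3.02), and the largest falls Krt71 (-3.71), Hoxb9 (-3.34), Gm53 (-3.23), Ccl2 (-2.999) and Cxcl2 (-2.75). In basal-like cells alone the log2 ratio of Krt71 was 0.16. Of the study's genes besides Uqcrq and the markers of the class, Fos (-1.07), Junb (-0.84) and Dsg1a (-0.66) fell most and Shh (0.79) rose most.

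The ratios of both mutants were compared across genes with at least 50 CPM, which are not independent replicates. Between QPC cKO at E17.5 and MOF cKO, Spearman's rho was 0.196 over 2421 genes at E15.5 and 0.0558 over 2008 genes at E16.5. At E15.5, 53.3% of genes had the same sign, against 47.3% if the signs were unrelated. Genes with at least 200 CPM gave 0.282 and 0.159, and leaving out ribosomal protein and mitochondrially encoded genes gave 0.158 and 0.00023.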

Values the study reported

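The study reported that epithelial cells made up 31% and 32% of the cells in the control samples at E15.5, and 10% and 15% in the MOF cKO samples. At E16.5 it gave 18% and 21% for the controls, against 5% and 3% for MOF cKO. For immune cells at E16.5, it gave 8.4% in MOF cKO and 3.7% in control. Its score of mitochondrial gene expression was built from 1158 genes.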

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

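Camera on the difference between the stages, with its alternatives, was added after the data were seen. So were the tests of few genes taking most of the counts and of chemistry for the 3 genes, and that of E15.5 MOF cKO replicate 6 as a source of set differences.

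The change of 3 genes in MOF cKO epithelial-like cells differed between E15.5 and E16.5 in the interaction test. The difference, E16.5 minus E15.5, was 3.20 for Tpm2, 4.54 for Klk13 and 3.39 for Klk8. A few genes taking most of the counts at E16.5 are argued against as the whole cause. The correction by TMM moved the median difference of all genes little (library sizes alone minus TMM, -0.263), by less than the difference of each of the 3 genes after that correction. RNA from muscle or pericytes cannot be told apart from a change in these cells, because the 12 markers had a median difference of 1.04 and went from -8.57 to 2.93. For Tpm2, a chemistry effect common to both cell classes is argued against, since in dermal fibroblast-like cells of the same libraries its change differed between the stages by -0.24 ± 0.14 (SE). For Klk8 that difference was 1.70 ± 0.61 (SE), and Klk13 was not tested there, so for these genes different chemistries cannot be told apart from stage, which changed with them. An effect of MOF that grows with stage may also explain the values and was not tested apart from these. Without E15.5 control replicate 3, E16.5 control replicate 2 or E16.5 MOF cKO replicate 1, 0 genes were called. Without E16.5 control replicate 1 the 1 gene called was not among the 3, and without E16.5 MOF cKO replicate 2, 1 of the 3 was called.

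In epithelial-like cells, the median difference between the stages passed the threshold of camera in 9 sets. It was -0.60 for mitochondrial ribosome, 0.49 for cytosolic ribosomal protein, -1.13 for S phase, -1.77 for G2/M phase, -1.27 for ciliary and 1.03 for AP-1 and immediate early genes. It was 4.76 for stress keratin, 0.26 for p53 target and 2.21 for inflammatory genes. Under fry or an estimated correlation, 0 of the 9 remained.

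In dermal fibroblast-like cells, the sets whose change differed were mitochondrial ribosome (-0.15), cytosolic ribosomal protein (0.54), proteasome (-0.28), S phase (-0.95), G2/M phase (-1.11), AP-1 and immediate early (0.82), stress keratin (3.28), inflammatory (1.957) and fibrillar collagen assembly genes (0.27). No test of a technical or biological explanation was run for proteasome and collagen genes.

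With library sizes alone, 9 of 9 epithelial sets stayed past the threshold in the direction of camera, and 8 if the sign of the median had to hold as well, because the median of p53 target genes became -0.00762. Camera compares a set with the other genes, so this does not bear on a few genes taking most of the counts, which was not tested for the sets.

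The control-like cells of E15.5 MOF cKO replicate 6, described under the other observations, are argued against as the cause for 6 of the 9 sets, which stayed past the threshold without that library. For the remaining sets, cytosolic ribosomal protein, ciliary and p53 target genes, they may be the cause, since the lowest adjusted p without replicate 6 was 0.122. The median for p53 target genes was then -0.65.

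Different chemistries remain a possible explanation for 7 of the 9 sets, which also differed in the same direction in dermal fibroblast-like cells of the same libraries. A biological change shared by both cell classes could give the same picture, and stage, chemistry and the genes listed changed together. For ciliary genes, a chemistry effect common to both cell classes is argued against by the median of -0.00101 in dermal fibroblast-like cells. An effect of few counts in epithelial-like cells stays open. The MOF cKO samples at E16.5 had 587981 and 825926 UMIs in epithelial-like cells, against 6507097 and 11925077 in dermal fibroblast-like cells. Tested within a stage, 77 ciliary genes passed the filter in epithelial-like cells at E15.5 and 44 at E16.5.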

How the results depend on the processing

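The share of immune-like cells among non-epithelial cells was an alternative chosen after seeing the data. Asking for a log2 fold change beyond 0.5 left out no gene that had been called, so its 24 counts say nothing about stability and are not counted here. Over 187 results, 1833 other alternatives were run. Of these, 1391 kept direction and side of the threshold or moved within the spread, 267 fell below the threshold, 57 newly passed it, 105 moved by more than the spread and 13 reversed. Among 69 genes named for MOF cKO, 742 of 904 alternatives kept the call and direction, 162 lost the call and 0 reversed. Unless a cause is given, the cause was not tested.

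With under 5% mitochondrial UMIs, the difference in epithelial-like cells was -15.0 points at E15.5 and -11.2 at E16.5, and in immune-like cells at E15.5 it was 0.552 points. Among non-epithelial cells the difference in immune-like cells at E15.5 was 0.615 points with the limit of 10%, and 0.136 points (exact permutation p = 0.667) with that of 5%. With doublets left out it was 0.637 points (exact permutation p = 0.667), and over both stages it was 3.08 points (exact permutation p = 0.111). The edgeR test on cells per class gave log2 changes of -1.37 and -2.44 for epithelial-like and 1.67 for immune-like cells at E16.5, past the threshold that 2 against 2 samples cannot reach by permutation. At E17.5, leaving out doublets gave -0.674 points for Schwann-like and 12.2 for unnamed cells, and no upper limit on genes gave 7.55 for melanocyte-like cells.

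DESeq2 called 111 genes in epithelial-like, 110 in basal-like, 40 in suprabasal-like and 535 in dermal fibroblast-like cells at E15.5, 860 in basal-like and 196 in suprabasal-like cells at E16.5, and 551 for the difference between the stages. Without a filter on low counts the counts were 3, 492 and 762 in basal-like, suprabasal-like and dermal fibroblast-like cells at E15.5. They were 2662, 2558, 432 and 1831 in epithelial-like, basal-like, suprabasal-like and dermal fibroblast-like cells at E16.5. Library size alone gave 2472, 2405 and 5 in epithelial-like, basal-like and suprabasal-like cells at E16.5 and 7 for the difference between the stages. Thinning to the same UMIs and cells gave 141 in epithelial-like and 99 in basal-like cells at E16.5, where fewer counts were tested. A fit of all 8 samples gave 2 in basal-like cells at E15.5 and 2808 in dermal fibroblast-like cells at E16.5. Leaving out doublets gave 3 in suprabasal-like cells at E15.5, and no upper limit on genes gave 104 at E16.5.

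At E16.5 both genotypes carry replicates 1 and 2, and a replicate block was tried. It gave 1088 genes in epithelial-like, 1574 in basal-like, 129 in suprabasal-like and 423 in dermal fibroblast-like cells. Deviations of samples with the same number were not correlated across genes, with Pearson's r of 0.00534, -0.0250, -0.0998 and -0.0142 in the same order, so the numbers were not treated as pairs.

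Leaving out 1 replicate, a group of 1 was assumed to vary like the other. The counts then ranged at E15.5 from 0 to 6829 in epithelial-like, 0 to 7390 in basal-like, 0 to 2047 in suprabasal-like and 0 to 371 in dermal fibroblast-like cells, with the highest each time without MOF cKO replicate 6. At E16.5 they ranged from 87 to 581, 950 to 1525, 43 to 186 and 0 to 605, with 0 in dermal fibroblast-like cells without control replicate 2 or MOF cKO replicate 1. For the difference between the stages the range was 0 to 359, the highest without E15.5 MOF cKO replicate 5.

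Leaving out 1 replicate, the median of nuclear-encoded OXPHOS genes ranged from -0.0883 to 0.0108 (without MOF cKO replicate 5) in epithelial-like cells at E15.5. It ranged from -0.48 to 0.18 at E16.5 and from -0.41 to 0.23 in dermal fibroblast-like cells at E16.5, with both highest values without control replicate 2. Cytosolic ribosomal protein genes in epithelial-like cells at E15.5 ranged from -0.0103 to 0.71 and inflammatory genes in dermal fibroblast-like cells at E15.5 from -0.16 to 0.65, both lowest without MOF cKO replicate 5. The OXPHOS share of UMIs in epithelial-like cells at E15.5 ranged from -0.450 to 0.0229 points, the highest without replicate 5, and at E16.5 from -1.09 to -0.394, the highest without control replicate 2. Kat8 in epithelial-like cells at E15.5 ranged from -0.35 to 0.27 (without MOF cKO replicate 6) and was 0.0131 with the size factors of DESeq2.

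For gene sets, fry called 0 in epithelial-like and 0 in dermal fibroblast-like cells at E15.5 and 2 in dermal fibroblast-like cells at E16.5. An estimated correlation called 0 in both at both stages. The OXPHOS median in dermal fibroblast-like cells, -0.22 at E15.5 and -0.0946 at E16.5, is the same under both, with adjusted p of 0.101 and 0.793 under fry and 0.398 and 0.797 with an estimated correlation. Library size alone gave -0.71 in epithelial-like cells at E16.5. In basal-like cells only, the cornified envelope (-0.67) and collagen assembly (-0.42) reversed at E15.5, and at E17.5 G2/M phase genes (-0.23) and Krt71 (0.16) did, while Uqcrq was -2.45.

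The correlation with QPC cKO was 0.282 at E15.5 and 0.159 at E16.5 with at least 200 CPM, and 0.00023 at E16.5 without ribosomal protein and mitochondrially encoded genes. The cells of E15.5 MOF cKO replicate 5 near control cells were 13.3% with 50 neighbours and 10.8% without cell cycle regression, where control replicate 3 had 78.6%.

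At E16.5, 32 and 39 epithelial-like cells stood for MOF cKO. In simulated data the edgeR test recovered 0.549% of 2-fold changes there and 7.98% in the basal-like cells among them, which have fewer UMIs. What limited the comparison was not tested.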

Other observations

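The tests of male cells, of MOF in dermal fibroblast-like cells, of the denominator of the immune share, of free RNA and of dissociation stress were chosen after the result was seen.

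Of epithelial-like cells in E15.5 MOF cKO replicate 6, 76.9% had mostly control neighbours, against 5.21% in replicate 5. Cells of a control library read into replicate 6 are argued against: 0.538% of the cells near control cells shared a barcode with a control library, against 1.20% of the others (two-sided Fisher exact p = 0.252). A mixture of cells with and without the change is a candidate explanation. Ciliary genes in basal-like cells of replicate 6 away from control cells had a median log2 ratio of -1.21 to the controls. This was near the -1.29 of replicate 5, and cells near control cells had 0.03. The cells were split by neighbours in expression, so the contrast is not independent of the split. By itself it cannot tell a mixture from a graded change. Control embryo tissue mixed in before barcoding would give the same values and was not tested. The study calls this embryo a mosaic, also from staining of H4K16ac in its skin, which does not rest on the libraries.

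Xist was lower by a log2 fold change of -0.26 in MOF cKO epithelial-like cells at E15.5 (edgeR adjusted p = 0.558), which is not past the threshold. It had 702 CPM in replicate 5 and 1024 in replicate 6, against 1203 and 1128 in the controls. A loss of X inactivation shared by both MOF cKO samples is argued against, since the median of X-linked genes lay at percentile 19.4 of matched autosomal lists. That median takes both samples together, and most cells of replicate 6 had mostly control neighbours. A loss in replicate 5 alone therefore stays open. Male cells are argued against, since the MOF cKO libraries had at most 1 UMI of 4 Y-linked genes, and Xist in dermal fibroblast-like cells changed by -0.04. At E16.5, control replicate 2 had 3441 Y-linked UMIs and the other libraries 1 each, so the controls at that stage differed in Y-linked expression. In epithelial-like cells at E16.5, Xist had 560 and 659 CPM in MOF cKO. It had 941 CPM in control replicate 1 and 0.274 in control replicate 2. Both E17.5 libraries had Y-linked UMIs, 23110 in control and 21580 in QPC cKO.

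Nuclear-encoded OXPHOS genes were lower in dermal fibroblast-like cells of MOF cKO at E15.5. A difference of like size in all cell classes is argued against by mast-like cells, where the median was 0.0478 (0.0250 and 0.0705 in the 2 MOF cKO samples). Of the 4 other classes tested this was the only one not lower, with -0.17 in pericyte-like, -0.12 in endothelial-like and -0.05 in immune-like cells, so one shared by most classes stays open. A loss of short transcripts is argued against as the whole cause, since the set median of -0.22 lay at percentile 0 of lists matched on expression and transcript length. The lists had a median of -0.109 (95% of them between -0.142 and -0.0766) and were free to include genes of the set, so a part of the fall shared by genes of like length and expression stays open. Lower MOF in these cells was considered, since Kat8 had a log2 fold change of -0.53 there (adjusted p = 0.152), lower in both MOF cKO samples. That change is not past the threshold. The study reported that staining of H4K16ac stayed intact in the dermis of MOF cKO, which speaks against a loss of MOF activity there.

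The higher share of immune-like cells in MOF cKO at E16.5 was not a matter of fewer epithelial-like cells in the denominator alone, since among non-epithelial cells it was higher by 6.02 points. Recruitment of immune cells could explain it and so could an easier release from damaged skin, which was not tested.

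Epidermal transcripts changed in dermal fibroblast-like cells at E16.5. Free RNA from epithelial cells is a candidate explanation. Over 145 genes at least 20 times higher in epithelial-like cells, the change in dermal fibroblast-like cells followed that of epithelial-like UMIs per library with a Spearman's rho of 0.797. Of the 696 genes called there, 15 were among these 145.

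Genes of the p53 target set were higher in MOF cKO epithelial-like cells at both stages. Stress of dissociation shared by the whole library is argued against by medians of -0.15 at E15.5 and 0.0747 at E16.5 in dermal fibroblast-like cells. Cells of low quality are argued against by medians of 0.70 and 1.08 among cells with under 5% mitochondrial UMIs. Stress of dissociation that reaches epithelial cells alone stays open. A response to the loss of MOF may be the cause and was found and tested on the same data.

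A cluster led by Sox2 and Sox18 held 7.02% and 5.31% of control cells at E16.5. In MOF cKO it held 0.419% and 0.660%. Among non-epithelial cells the cluster held 8.50% and 6.76% in control and 0.439% and 0.680% in MOF cKO. A change in the share of epithelial-like cells is therefore argued against as the cause of the fall. No other technical or biological explanation was tested.

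Hoxb9 was among the largest falls in QPC cKO epithelial-like cells at E17.5. Skin from another position along the body axis is a candidate explanation, since the Hox genes of groups 5 to 9 in dermal fibroblast-like cells had a median absolute log2 ratio of 0.62, at percentile 100 of matched lists. Hoxa9 rose by 1.964 there and Hoxb9 by 0.18, so the direction was not that of epithelial-like cells.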
